A study of Mus musculus with 21 samples.

How the data were processed

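The data are RNA-seq measurements of 21 samples of embryoid bodies, aggregates of differentiating mouse embryonic stem cells, in 7 groups of 3. Per the labels' protocols, RNA was taken on day 3 of differentiation and libraries were made with an Illumina TruSeq mRNA kit. The deposited values are raw counts per gene symbol, 1 table per sample, each listing 48321 symbols. The labels and the headers do not state the aligner, the counting program, the genome build or the annotation that the authors used to make these counts. The totals differ between samples, from 6648842 to 15999693 counts, which shows that the deposited counts were not scaled to a common total. In 18 of the 21 tables, 25 symbols of the March and Sept gene families had been turned into calendar dates. The 3 tables of the libraries labelled TCF12 dimer keep these symbols, so the tables were joined by position in the list. These 3 tables were therefore handled differently by the authors at some step, and that difference and the group cannot be told apart.

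Samples were grouped by the genotype and treatment in the labels. Each pairwise comparison and the contrasts between the dimers were tested with the quasi-likelihood F-test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3). All 21 samples entered one fit with 1 mean per group, TMM normalisation factors and the default filterByExpr filter (a count of 10 and a total count of 15), which kept 14311 genes. P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 are said to pass. Errors of log2 fold changes are standard errors derived from the F statistic. CPM values are counts scaled by library size and TMM factors, computed here from the deposited counts and given as mean ± SD. Where a gene has no counts in one group, its log2 fold change depends on the small count that edgeR adds, and only its direction and CPM should be read. The smallest abundance a sample can show, taken as 3 counts of its total, lies between 0.188 and 0.451 CPM. Intervals for shares of counts are 95% Wilson intervals. Intervals and floors cover counting error only, because amplified reads without molecular identifiers are not independent molecules.

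Replicate numbers 1 to 3 come from the sample titles and are shared by all groups. Whether they pair samples was checked by correlating deviations from the group means (log2 of CPM + 0.5) across groups. The mean correlation was 0.0214 over 63 same-numbered sample pairs and -0.0102 over 126 differently numbered pairs. The fit with the replicate number as a block is given beside the fit without it.

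The genes named were chosen by a rule set before the data were examined. In each comparison with a direction these are the 3 genes up and the 3 genes down with the largest absolute log2 fold change, among passing genes whose samples are fully separated between the groups and whose mean in the higher group is at least 1 CPM. Twist1, Tcf3, Tcf4 and Tcf12 are reported for every induced line. For the heterodimers as a class, the mean is taken over their 9 samples. Genes of marker panels listed beforehand may be named with values where they pass, and the others are given as counts. For the comparison among heterodimers, the 3 genes with the smallest p are given. A gene that meets the rule is not reported here.

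The alternatives set beforehand were DESeq2 1.42.0, RLE factors, library size only, no filter on low counts, a filter of at least 1 CPM in at least 3 samples, a fit of only the groups compared, the replicate block, and leaving out each sample in turn. Chosen after seeing the data were counts thinned at random to the lowest total, the uninduced monomer line as the control, and a fit of 20 samples without sample 1 labelled TCF12 dimer. Transcript length and GC content came from GENCODE M21, matched by symbol. It holds 46394 of the 48321 symbols and 13912 of the 14311 tested genes (97.2%). Because the authors' build is not stated, no coordinates are given and this annotation served only for length, GC content, chromosome and gene order.

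Chromosome-wide shifts were computed for 8941 genes with a mean of at least 10 CPM. A shift is the median log2 difference of a chromosome's genes from the median of the other 6 group means, with the genome-wide median removed. It was set against 10000 random gene sets of the same size. The reference was changed after the data had been examined, because simulated data showed that a median over all 7 groups gives false calls. With that earlier reference the largest shift, on chromosome 11 in the libraries labelled TCF3 dimer, was 0.154 instead of 0.199, and 26 of 140 tests passed instead of 42. With the reference in use, 6 of 140 tests on simulated data without any shift had p under 0.05 and 0 had an adjusted p under 0.05. When a shift of 0.15 was put into chromosome 11, its mean over 3 samples was recovered as 0.140, and other chromosomes moved by up to 0.0149 with 5 of them at p under 0.05. For that reason small shifts are not reported singly. Chromosomes 8, 11 and 14, on which at least 1 group shifted by 0.1 or more in size, are reported, a limit chosen after seeing the data.

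The tests were checked on counts simulated from the real means, library sizes and dispersions, with 200 genes changed by known fold changes. With the spread of all 21 samples, edgeR recovered 85.9% of the changed genes among 14072 tested and 3.95% of its calls were false. DESeq2 recovered 86.9%, with 11.8% false calls. Between 2 unchanged groups edgeR made 0 calls and DESeq2 made 2. With the smaller spread of 20 samples, edgeR recovered 93.0% of the changed genes among 14074 tested, with 6.09% false calls. No deviation linked to transcript length was put into these simulated counts, whereas a sample labelled TCF12 dimer shows one (Spearman's rho -0.634). The shares of false calls therefore do not cover comparisons that involve the libraries labelled TCF12 dimer, including those of the heterodimers. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.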

Results

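The transcriptome was measured in embryoid bodies on day 3 of differentiation of A2loxCre mouse embryonic stem cells, a line in which a coding sequence can be integrated behind a doxycycline-inducible promoter. TWIST1 is a basic helix-loop-helix transcription factor that binds DNA as a dimer with itself or with an E-protein (TCF3, TCF4 or TCF12). There were 7 groups of 3 samples. These were the parental line with doxycycline, the TWIST1 monomer line without doxycycline, and doxycycline-treated lines carrying the monomer, the TWIST1 homodimer, or TWIST1 joined to TCF3, TCF4 or TCF12. Expression was induced for 16 h. Total counts per sample ranged from 6648842 (uninduced monomer line, sample 1) to 15999693 (TCF4 dimer, sample 3), with 18474 to 20883 genes detected. The totals of samples 1 to 3 were 9067743, 9075791 and 9699851 in the parental line, 6648842, 9774840 and 10326871 in the uninduced monomer line, and 8913574, 9076523 and 9398646 in the induced monomer line. In the homodimer line they were 9085260, 11065289 and 9589294, and in the libraries labelled TCF3 dimer 11767395, 11101696 and 11928753. In the TCF4 dimer line they were 12478869, 11434317 and 15999693, and in the libraries labelled TCF12 dimer 11028711, 11986446 and 12138654. No 2 tables were identical, and chi-square per degree of freedom between replicates of a group lay between 1.44 and 111.

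The construct genes were examined first, as a check on the labels. Twist1 was at 8.11 ± 0.79 CPM in the parental line and 5.07 ± 0.63 CPM in the uninduced monomer line (SD, n = 3). It rose to 613.0 ± 31.6 CPM in the induced monomer line and 182.3 ± 16.6 CPM in the homodimer line. The values were 55.2 ± 2.4 CPM in the libraries labelled TCF3 dimer, 39.4 ± 2.9 CPM in the TCF4 dimer line and 42.3 ± 5.3 CPM in the libraries labelled TCF12 dimer. The log2 fold changes against the parental line were 6.24, 4.49, 2.77, 2.28 and 2.38 in that order, with a largest adjusted p of 9.4e-11 (edgeR). Tcf4 rose in the TCF4 dimer line, from 47.5 ± 7.3 to 330.4 ± 22.6 CPM (log2 fold change 2.80 ± 0.15 SE, adjusted p 2.2e-10). Tcf3 did not rise in the libraries labelled TCF3 dimer, at 154.2 ± 4.5 CPM against 167.2 ± 5.9 CPM in the parental line (log2 fold change -0.12 ± 0.07 SE, adjusted p 0.24). Tcf12 was at 93.1 ± 34.8 CPM in the libraries labelled TCF12 dimer against 66.1 ± 3.0 CPM in the parental line (log2 fold change 0.50 ± 0.19 SE, adjusted p 0.055). Its samples 1 to 3 stood at 53.2, 117.7 and 108.2 CPM. Tcf12 was also higher in the libraries labelled TCF3 dimer, at 104.3 ± 14.7 CPM (log2 fold change 0.66 ± 0.19 SE, adjusted p 0.012). In the TCF4 dimer line it stood at 90.4 ± 4.8 CPM (log2 fold change 0.45 ± 0.19 SE, adjusted p 0.13). This value is close to the mean of the libraries labelled TCF12 dimer, which their sample 1 lowers. Samples 2 and 3 of those libraries lay above the TCF4 dimer samples (85.0 to 93.7 CPM). They also lay within the range of the samples labelled TCF3 dimer (91.3 to 120.2 CPM). Tcf3 did not pass in the TCF4 dimer line (adjusted p 0.51) or the libraries labelled TCF12 dimer (adjusted p 0.48), and Tcf4 did not pass in the libraries labelled TCF3 dimer (adjusted p 0.56) or TCF12 dimer (adjusted p 0.76, edgeR). The counts therefore do not separate the libraries labelled TCF3 dimer and TCF12 dimer by their own partner gene, and these are referred to by their labels. Tcf3, Tcf4 and Tcf12 did not pass in the monomer or homodimer line against the parental line.

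**Figure D1:**
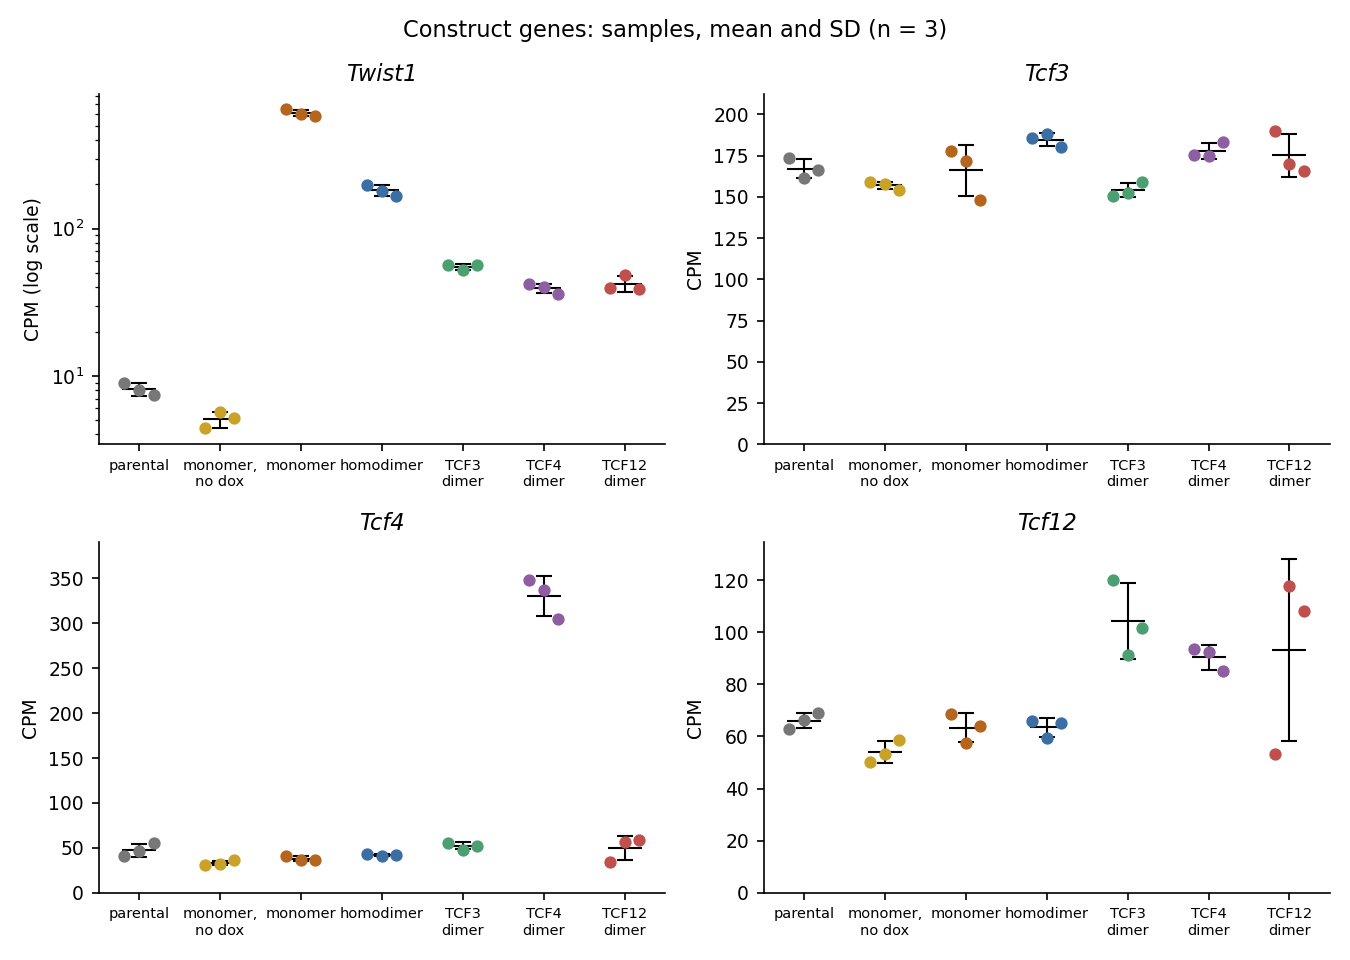
Expression of Twist1 (log axis), Tcf3, Tcf4 and Tcf12 in CPM by group; points are samples, horizontal bars the mean and error bars the SD of 3 samples. Twist1 reaches 613.0 CPM in the monomer line and 39.4 CPM in the TCF4 dimer line, Tcf4 is raised only in the TCF4 dimer line, and Tcf3 in the libraries labelled TCF3 dimer stays at 154.2 CPM.

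Each induced line was compared with the parental line under the same treatment. Of 14311 tested genes, 2861 passed for the monomer (1541 up, 1320 down) and 1265 for the homodimer (689 up, 576 down). For the libraries labelled TCF3 dimer 4057 passed (2338 up, 1719 down), for the TCF4 dimer 1839 (1027 up, 812 down) and for the libraries labelled TCF12 dimer 3864 (2213 up, 1651 down). With the replicate number as a block the numbers were 2863, 1262, 4092, 1828 and 3853 in the same order, and the mean correlation of same-numbered samples was 0.0214. These numbers depended on 1 sample. Without sample 1 labelled TCF12 dimer in any comparison, they were 5073, 2948, 6700, 4046 and 4367, because the shared biological coefficient of variation fell from 0.120 to 0.0539. That sample deviated from the other 2 of its group in proportion to transcript length (Spearman's rho across genes -0.634, against -0.285 to 0.318 in the 18 samples of the other groups). When only the 2 groups compared were fitted, the number for the libraries labelled TCF12 dimer was 824, so 3864 may be too high.

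**Figure D2:**
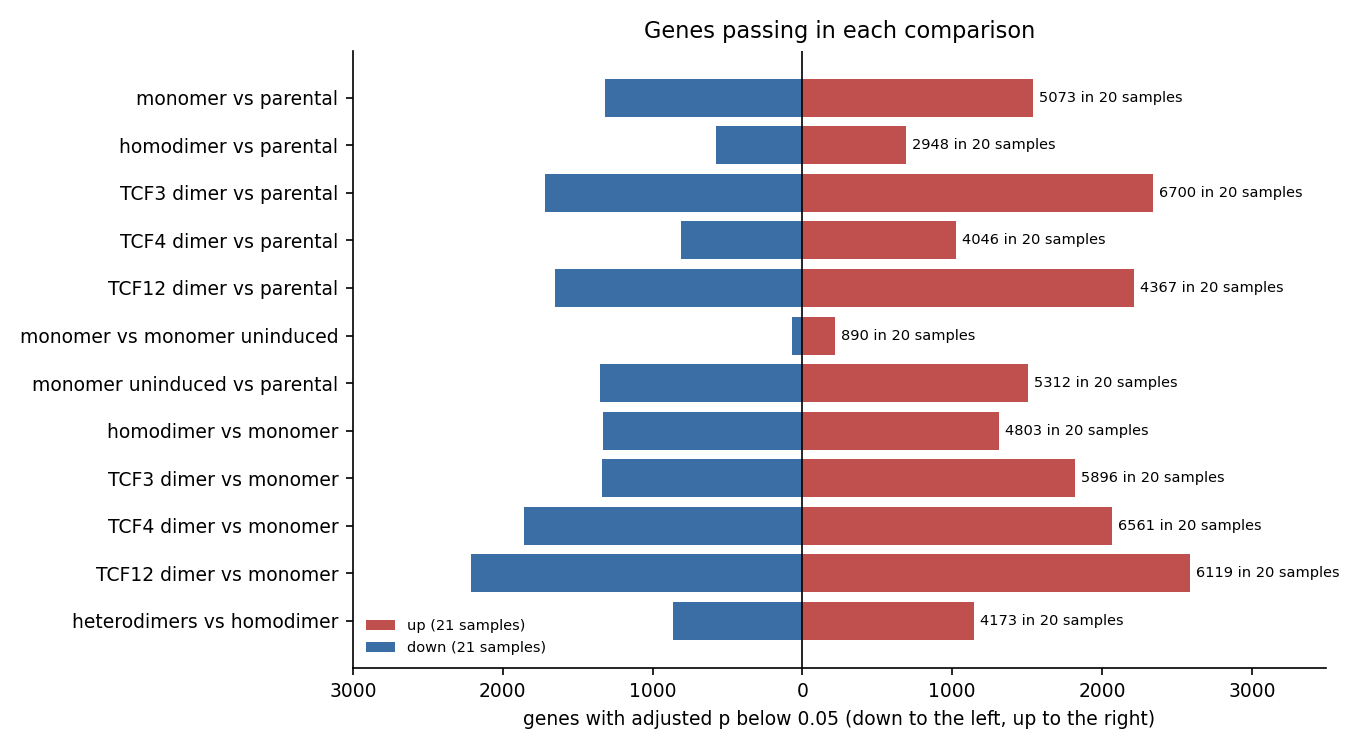
Number of genes with an adjusted p below 0.05 in each comparison with a direction in the fit of 21 samples, down to the left and up to the right; the number beside each bar is the total in the fit of 20 samples. The induced monomer line differs from its uninduced state by 286 genes and from the parental line by 2861.

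**Figure D3:**
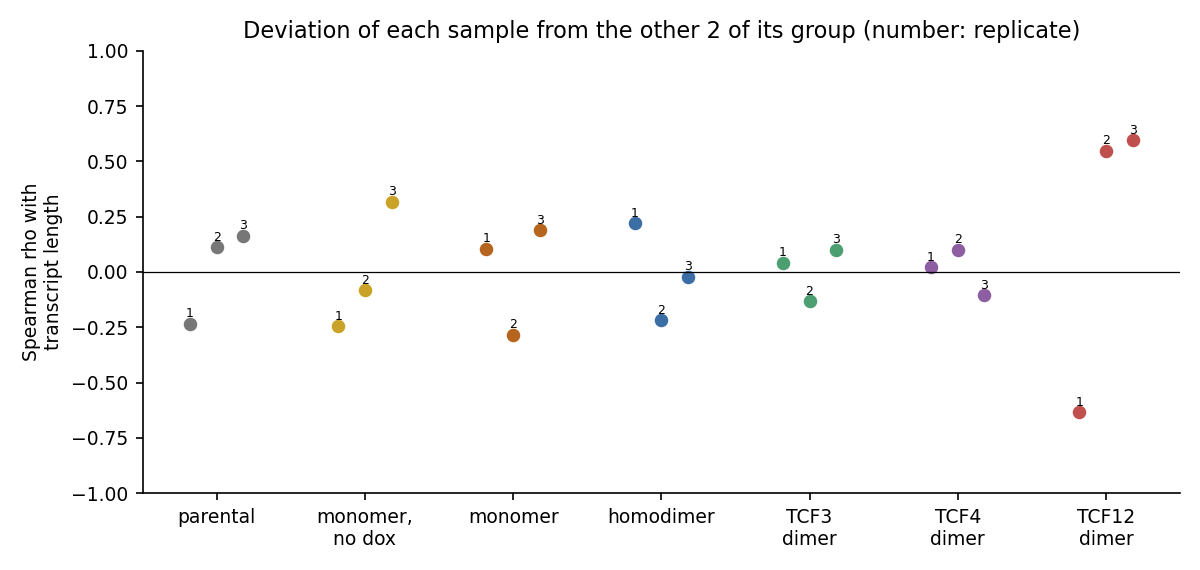
Spearman's rho across genes between transcript length and the deviation of each sample from the other 2 samples of its group, by group; the number beside each point is the replicate. Sample 1 labelled TCF12 dimer lies at -0.634, below every other sample; the opposite values of samples 2 and 3 of that group follow from its presence in their reference.

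Lax1 had 0 counts in the parental samples, where 3 counts correspond to 0.309 to 0.331 CPM, and was raised in all 5 induced lines. It reached 3.18 ± 0.62 CPM in the monomer, 14.3 ± 0.78 CPM in the homodimer, 5.79 ± 0.12 CPM in the libraries labelled TCF3 dimer, 3.25 ± 0.79 CPM in the TCF4 dimer and 4.23 ± 1.04 CPM in the libraries labelled TCF12 dimer (SD, n = 3). Other large rises were Twist1 itself in the monomer line, Hes3 (1.91 CPM) and Th (1.20 CPM) in the homodimer line, Meox2 (1.33 CPM) in the TCF4 dimer line, and Alb in the libraries labelled TCF3 dimer (3.33 CPM) and TCF12 dimer (3.96 CPM). The largest falls concerned a small set of genes. In the monomer line these were Sp5, Wnt8a and Evx1 (log2 fold changes -5.58, -4.69 and -4.58), and in the homodimer line Gsc, Wnt8a and Fgf8 (-4.47, -3.99 and -3.82). In the libraries labelled TCF3 dimer they were Evx1, Fgf8 and Evx1os (-6.08, -5.16 and -4.90), in the TCF4 dimer line Evx1os, Sp5 and Ism2 (-7.42, -5.68 and -4.84), and in the libraries labelled TCF12 dimer Wnt8a, Evx1 and T (-4.94, -4.55 and -4.40). Evx1os fell from 2.01 ± 0.42 CPM in the parental line to 0 in the TCF4 dimer line, so only its direction and CPM should be read there. The same genes were low without induction. From the parental to the uninduced monomer line, mean CPM went from 9.43 to 0.37 for Sp5, 17.5 to 1.81 for Wnt8a and 25.4 to 3.74 for Fgf8. Evx1, Evx1os, Gsc, Ism2 and T were lower in that line too, so these falls alone do not show a response to the constructs.

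The induced and the uninduced monomer line were compared to measure induction within 1 line. Twist1 rose by a log2 fold change of 6.90 ± 0.13 SE, and 286 genes passed (218 up, 68 down), or 264 with the replicate number as a block (same-number correlation 0.0214) and 890 in the fit of 20 samples. Beside Twist1, the largest rises were Lax1 (from 0 to 3.18 ± 0.62 CPM) and Epha3 (from 0.27 ± 0.23 to 12.4 ± 0.13 CPM). The largest falls were Apln, Ccdc160 and Pcdh8 (log2 fold changes -1.87, -1.50 and -1.43).

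The uninduced monomer line was also compared with the doxycycline-treated parental line. These groups differ in doxycycline and in the integrated construct, and neither expresses an induced TWIST1 construct. Here 2854 genes passed (1504 up, 1350 down), or 2845 with the replicate number as a block (same-number correlation 0.0214) and 5312 in the fit of 20 samples. Gkn1, Pou4f2 and Mras had the largest rises (log2 fold changes 3.52, 3.15 and 3.14). Evx1, Sp5 and Hprt had the largest falls (-4.99, -4.57 and -4.47). Hprt stood at 82.8 ± 2.9 CPM in the parental line and 3.81 ± 0.66 CPM in the uninduced monomer line. Of the 2861 genes that passed for the induced monomer against the parental line, 2006 (70.1%) also passed in the same direction for the uninduced monomer line, and 195 passed in the same direction between the induced and uninduced states.

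Marker panels listed before the data were examined gave the following values against the parental line. Of 10 tested primitive streak and mesoderm genes, T, Mixl1, Eomes and Gsc passed as lower in all 5 induced lines and in the uninduced monomer line. The log2 fold changes of T were -4.44 in the monomer, -1.43 in the homodimer, -4.02 in the libraries labelled TCF3 dimer, -4.01 in the TCF4 dimer, -4.40 in the libraries labelled TCF12 dimer and -4.06 in the uninduced monomer line. Against the uninduced monomer line in place of the parental line, T was higher in the homodimer line by 2.63 (adjusted p 3.0e-07). Hand1, Hand2 and Kdr passed as higher in the libraries labelled TCF3 dimer (3.62, 4.28 and 2.81), the TCF4 dimer line (2.86, 3.73 and 1.41) and the libraries labelled TCF12 dimer (4.84, 4.87 and 2.19). Parental Hand2 (0.07 ± 0.06 CPM) lay below the 0.309 to 0.331 CPM that 3 counts correspond to, and parental Hand1 (0.36 ± 0.13 CPM) close to it. The sizes of their rises are therefore uncertain. Of the panel of helix-loop-helix partners, Id1 was higher in all 5 induced lines, by 1.18 in the monomer, 1.66 in the homodimer, 3.37 in the libraries labelled TCF3 dimer, 2.94 in the TCF4 dimer and 4.25 in the libraries labelled TCF12 dimer. Samples 1 to 3 labelled TCF12 dimer stood at 1060.3, 425.7 and 311.5 CPM, so the size of that rise leans on sample 1. All 4 tested genes of this panel passed as higher in each dimer line.

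Among 10 tested genes of the epithelial-mesenchymal panel, 2 were higher and 2 lower in the monomer line and 2 were higher in the homodimer line. In the libraries labelled TCF3 dimer 7 were higher and 2 lower, in the TCF4 dimer line 6 were higher, and in the libraries labelled TCF12 dimer 6 were higher and 1 lower. Snai1 rose by 3.02, 2.26 and 3.38 in these last 3 sets. Snai2 rose by 5.35, 4.01 and 4.86 there, and it was also higher in the uninduced monomer line, by 2.32. In the parental line Snai2 stood at 0.18 ± 0.16 CPM, where 3 counts correspond to 0.309 to 0.331 CPM. The sizes of its changes are therefore uncertain, and its direction and CPM should be read. Snai2 reached 7.65, 3.03 and 5.49 CPM in the 3 sets and 0.96 CPM in the uninduced monomer line. Of 7 tested endoderm genes, 4 were higher in the monomer line and 4 in the uninduced monomer line. In contrast, 6 were lower in the homodimer line, 7 in the TCF4 dimer line and 7 in the libraries labelled TCF12 dimer, whereas the libraries labelled TCF3 dimer had 4 higher and 2 lower. Against the uninduced monomer line in place of the parental line, the 4 genes higher in the libraries labelled TCF3 dimer were lower, with log2 fold changes of -0.60 for Sox17, -0.96 for Gata4, -0.66 for Gata6 and -0.74 for Sox7. Of 8 pluripotency genes, 6 were higher and 1 lower in both the induced and the uninduced monomer line. In the homodimer line 3 were higher and 1 lower, in the libraries labelled TCF3 dimer 4 were higher and 2 lower, and in the TCF4 dimer line and the libraries labelled TCF12 dimer 6 were lower. Nanog was lower in every line, including the uninduced monomer line (-1.47). Of 3 tested neural genes, Pax6 was higher in the homodimer line (1.38) and in the libraries labelled TCF12 dimer (1.22), and Otx2 was lower in the former (-0.27) and higher in the latter (0.25). Nes was lower in the monomer line (-0.93), the homodimer line (-0.82), the libraries labelled TCF3 dimer (-0.76) and TCF12 dimer (-0.30), and the uninduced monomer line (-1.12). Against the uninduced monomer line in place of the parental line, Nes changed by 0.19, 0.30, 0.36 and 0.82 in the 4 induced sets in that order. No neural gene passed in the TCF4 dimer line.

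**Figure D4:**
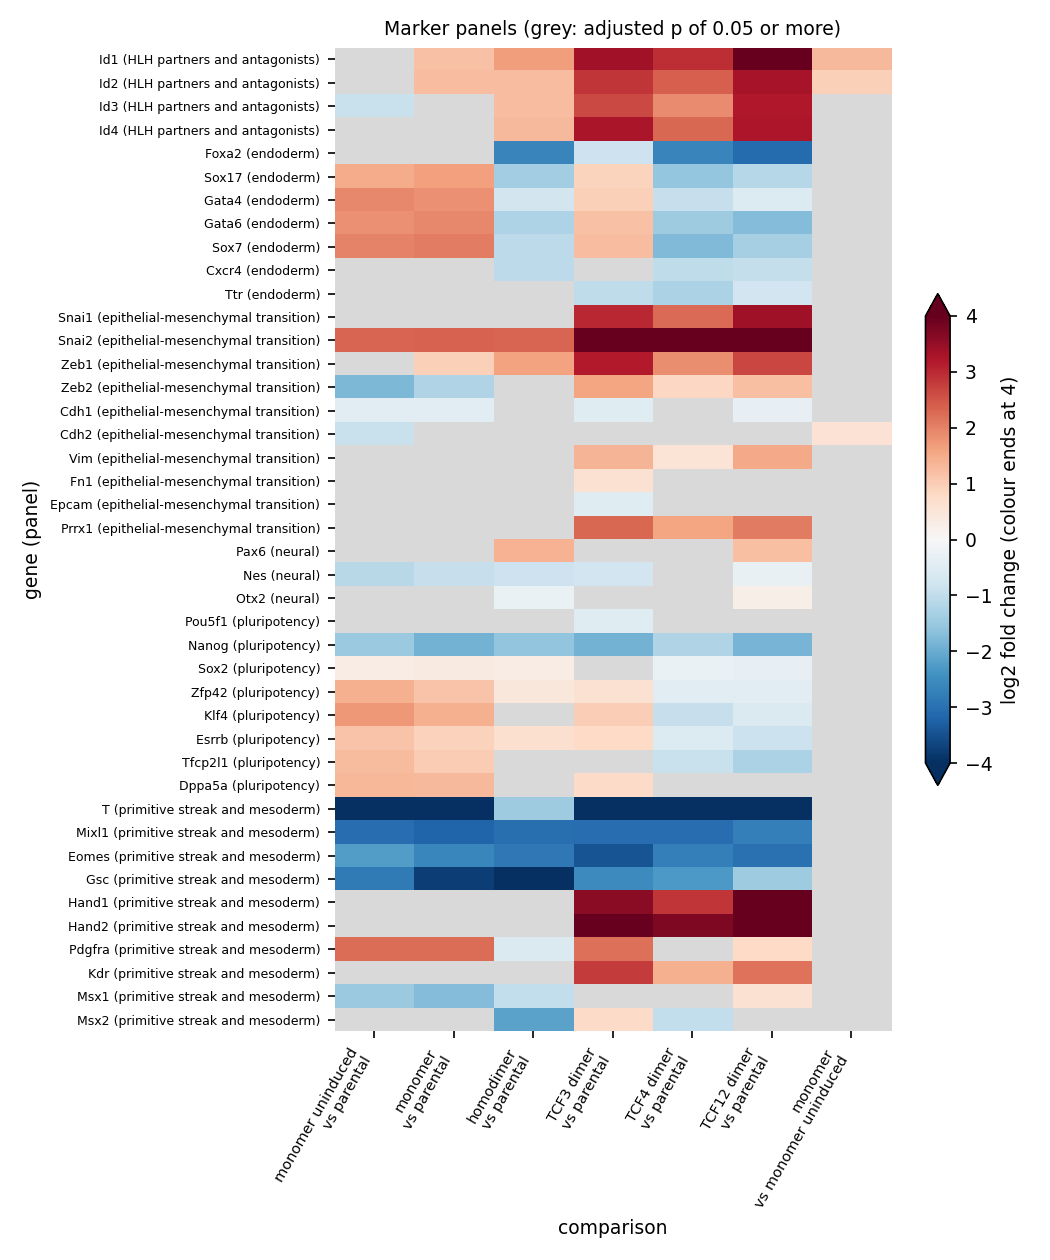
Log2 fold changes of marker panel genes, with genes on the vertical axis and comparisons on the horizontal axis; red is higher, blue lower, grey an adjusted p of 0.05 or more, and colours end at 4. The columns of the uninduced and the induced monomer line each have 6 higher pluripotency genes and lower T, Mixl1, Eomes and Gsc, and the last column, induced against uninduced monomer, is grey except for Id1, Id2 and Cdh2.

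Each dimer line was compared with the monomer line. Joining TWIST1 to a partner was not the only difference between them. Twist1 stood at 613.0 CPM in the monomer line, 182.3 CPM in the homodimer line and 39.4 to 55.2 CPM in the heterodimer sets. Each construct was also carried by its own line, so the differences cannot be assigned to the partner alone. The homodimer differed from the monomer by 2642 genes (1309 up, 1333 down) and the libraries labelled TCF3 dimer by 3162 (1822 up, 1340 down). The TCF4 dimer differed by 3928 (2068 up, 1860 down) and the libraries labelled TCF12 dimer by 4799 (2587 up, 2212 down). With the replicate number as a block these numbers were 2621, 3201, 3954 and 4797 (same-number correlation 0.0214), and in the fit of 20 samples 4803, 5896, 6561 and 6119. For the libraries labelled TCF12 dimer, a fit of only the 2 groups compared gave 1516, so 4799 may be too high. In the libraries labelled TCF3 dimer, in the TCF4 dimer line and in the libraries labelled TCF12 dimer, Rgs4 had the largest rise, from 0 CPM in the monomer to 4.71 ± 0.72, 1.00 ± 0.26 and 3.67 ± 0.85 CPM (SD, n = 3). Bhlhe22 was next in the libraries labelled TCF3 dimer (log2 fold change 5.91, with C1qtnf1 at 5.87) and in those labelled TCF12 dimer (5.91, with Gdf10 at 5.81). In the TCF4 dimer line Gdf10 and Meox2 followed (5.05 and 4.75). In the homodimer line Aldh1a1, Th and Cygb rose most (3.99, 3.81 and 3.77), and Foxf2, Tpbgl and Hsd17b6 fell most (-6.57, -3.92 and -3.88). The largest falls were Twist1, Nkx6-1 and Slc30a3 in the libraries labelled TCF3 dimer (-3.47, -1.81 and -1.76). They were Gm10636, Nkx6-3 and a RIKEN clone gene in the TCF4 dimer line (-5.36, -5.0 and -4.34), and Nkx6-3, Gkn1 and Gm10636 in the libraries labelled TCF12 dimer (-6.62, -5.71 and -5.18).

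The 3 E-protein heterodimers as a class were compared with the homodimer, and 2007 genes passed (1143 up, 864 down), or 1972 with the replicate number as a block (same-number correlation 0.0214) and 4173 in the fit of 20 samples. Rgs4, Hand1 and Ebf2 were the largest rises (log2 fold changes 5.85, 5.11 and 5.08), and Hes3, Th and T the largest falls (-5.66, -2.74 and -2.71). Differences among the heterodimers were tested next. Each partner was carried by its own line, so partner and line cannot be told apart, as in the comparison with the homodimer. Here 3722 genes passed, or 3717 with the replicate number as a block (same-number correlation 0.0214) and 5789 in the fit of 20 samples, and 922 when only these 3 groups were fitted. The 3 genes with the smallest p stood apart in the libraries labelled TCF3 dimer. Lncenc1 was at 56.6 ± 2.1 CPM there, 10.3 ± 0.51 CPM in the TCF4 dimer line and 10.1 ± 1.0 CPM in the libraries labelled TCF12 dimer (adjusted p 3.3e-13). Col4a2 was at 313.4 ± 19.5, 72.3 ± 0.72 and 83.0 ± 8.0 CPM in the same order (adjusted p 3.0e-12), and Aqp8 at 21.9 ± 1.6, 4.83 ± 0.19 and 2.39 ± 0.30 CPM (adjusted p 1.8e-11). Col4a2 and Aqp8 were also high in the uninduced monomer line, at 450.6 ± 30.3 and 43.7 ± 4.9 CPM.

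The genes common to the 4 dimers were those passing in the same direction in all 4 comparisons with the parental line. There were 533 (324 up, 209 down), or 538 with the replicate number as a block (same-number correlation 0.0214) and 1158 in the fit of 20 samples. These comparisons share the parental samples and are not independent. Of the 533, 195 (36.6%) also passed in the same direction in the uninduced monomer line, 288 did not pass there and 50 passed in the opposite direction. When the genes were required to pass against both the parental and the uninduced monomer line, 286 remained (229 up, 57 down).

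The shift of whole chromosomes relative to the other groups was largest for chromosome 11 in the libraries labelled TCF3 dimer. The median log2 shift over 737 genes was 0.199, the 3 samples lay between 0.179 and 0.1996, and the other 18 samples lay between -0.0444 and 0.0558. Of the tested genes on chromosome 11, 30.2% passed as higher against the parental line in these libraries, against 15.2% of the other tested genes. Across 528 genes of chromosome 8, group means were 0.0056 ± 0.0028 in the parental line, -0.109 ± 0.015 in the uninduced and -0.118 ± 0.012 in the induced monomer line, and 0.0806 ± 0.0074 in the homodimer line. They were -0.0869 ± 0.0052 in the libraries labelled TCF3 dimer, 0.104 ± 0.018 in the TCF4 dimer line and 0.132 ± 0.068 in the libraries labelled TCF12 dimer (SD, n = 3). Over 316 genes of chromosome 14, the shift in the libraries labelled TCF12 dimer was -0.11. Sample 1 lay at -0.176, and samples 2 and 3, at -0.0399 and -0.0528, lay within the range of the other 18 samples (-0.0736 to 0.0871).

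**Figure D5:**
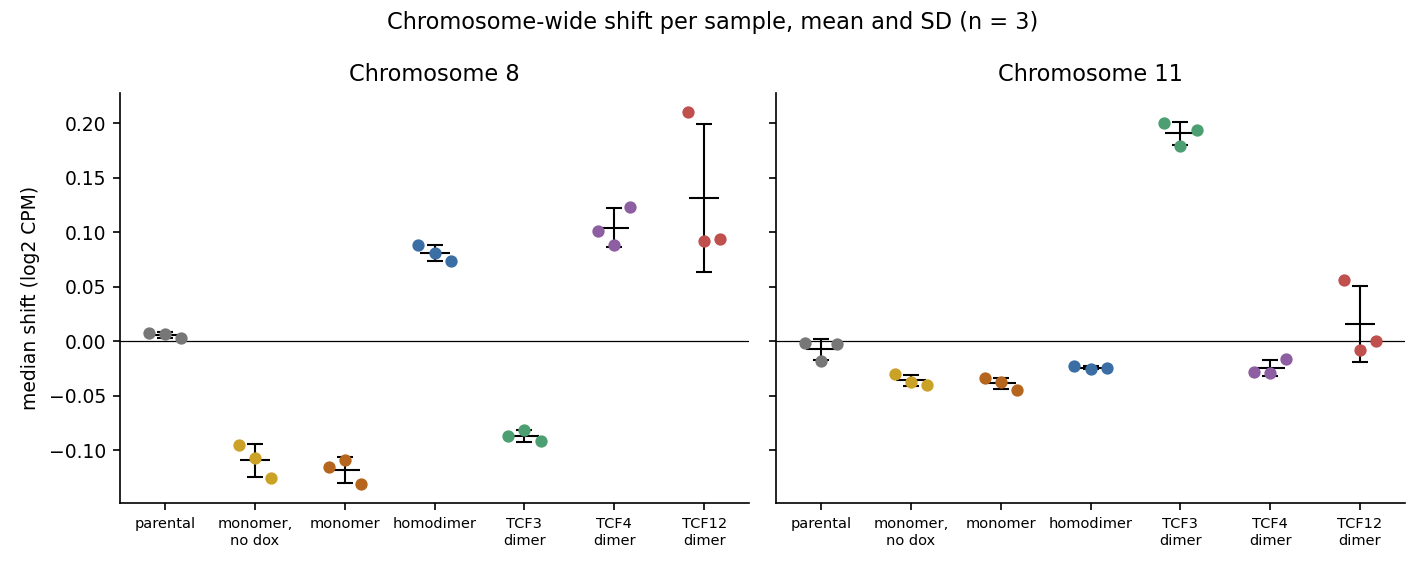
Median log2 shift of the genes of chromosomes 8 and 11 in each sample relative to the other groups, by group; points are samples, horizontal bars the mean and error bars the SD of 3 samples. On chromosome 11 the samples labelled TCF3 dimer lie between 0.179 and 0.1996 and the other 18 between -0.0444 and 0.0558.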

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

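The tests of background in the uninduced line and of library size were chosen after the results were seen. The test of a cell type list was set out before its value was known.

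The following genes of the marker panels passed in opposite directions in the monomer line and in at least 1 dimer line against the parental line, and the dimer line also differed from the monomer line by a test of that difference. The log2 fold change of the dimer against the monomer, in the line where it was largest, was -0.68 for Sox2, -1.78 for Esrrb, -2.28 for Tfcp2l1, 2.34 for Msx1 and -3.65 for Gata6 in the libraries labelled TCF12 dimer. It was -1.59 for Zfp42, -2.34 for Klf4, -3.19 for Sox17, -2.74 for Gata4 and -3.82 for Sox7 in the TCF4 dimer line. It was -2.80 for Pdgfra in the homodimer line and 2.79 for Zeb2 in the libraries labelled TCF3 dimer. The largest adjusted p of the 12 was 1.9e-06 (edgeR).

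A difference in library size between groups was tested by thinning all counts to the lowest total, after which 12 of the 12 genes still passed in the same direction. Background of the monomer line, present without induction, is a candidate explanation: 12 of the 12 genes differed in the same direction, past the threshold, between the dimer line and the uninduced monomer line. The genes were chosen for their difference from the induced monomer line, which resembles its uninduced state, so this test says that induction is not needed for the difference and not which line is unusual. A different share of primitive endoderm cells may also contribute in the homodimer line, for which 1 of the 12 genes, Pdgfra, is given above. The median log2 fold change of 13 marker genes of that cell type was -2.19 between homodimer and monomer, at percentile 0 of 10000 random lists matched on expression. Some of the 12 genes are markers of the same cell type, so this test shares their pattern. The list was not tested between the heterodimers and the monomer, where the other 11 genes are given. Against the parental line its median was higher in the libraries labelled TCF3 dimer (0.89, with 11 genes higher and 1 lower past the threshold), and lower in the homodimer line (-0.50), the TCF4 dimer line (-0.90) and the libraries labelled TCF12 dimer (-1.03). The same list had a median of 1.79 in the uninduced monomer line against the parental line and -0.16 between the induced and uninduced monomer line. An effect of the constructs cannot be told apart from differences between the lines, because uninduced samples of the dimer lines were not analysed here.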

How the results depend on the processing

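Under DESeq2, RLE factors, library size only, no filter on low counts, the CPM filter, the replicate block, and thinning to the lowest total with or without the block, the numbers of passing genes of the 13 comparisons and of the genes shared by 4 dimers all stayed within 1.5 times the reported numbers. Thinning, the control group and the fit of 20 samples were chosen after seeing the data. The settings below moved the numbers further.

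Fitting only the groups compared gave 5106 genes for the monomer against the parental line, 3113 for the homodimer, 6674 for the libraries labelled TCF3 dimer, 4010 for the TCF4 dimer and 824 for the libraries labelled TCF12 dimer. It gave 682 for the induced against the uninduced monomer and 5029 for the uninduced monomer against the parental line. Against the monomer it gave 4813 (homodimer), 5715 (labelled TCF3 dimer), 6346 (TCF4 dimer) and 1516 (labelled TCF12 dimer). For the heterodimers against the homodimer it gave 1310, and among the heterodimers 922.

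The fit of 20 samples without sample 1 labelled TCF12 dimer (with the replicate block in parentheses) gave 5073 (5227) genes for the monomer against the parental line, 2948 (3060) for the homodimer, 6700 (6831) for the libraries labelled TCF3 dimer and 4046 (4189) for the TCF4 dimer. It gave 890 (944) for the induced against the uninduced monomer and 5312 (5468) for the uninduced monomer against the parental line. Against the monomer it gave 4803 (4952) for the homodimer, 5896 (6041) for the libraries labelled TCF3 dimer and 6561 (6686) for the TCF4 dimer. For the heterodimers against the homodimer it gave 4173 (4364), among the heterodimers 5789 (6097), and for the genes shared by 4 dimers 1158 (1191). The biological coefficient of variation shows the cause: it was 0.120 with this sample, shared by all comparisons, and 0.0539 without it. Numbers from the fit of all 21 samples are therefore low for comparisons that do not involve this sample. The 2 comparisons of the libraries labelled TCF12 dimer with the parental line and the monomer stayed within 1.5 times in the fit of 20 samples. Where this sample is involved, fits of only the groups compared gave fewer genes than the fit of 21 samples. The numbers were 824 against 3864 (parental line), 1516 against 4799 (monomer) and 922 against 3722 (among the heterodimers). For these comparisons the spread shared with the other groups may be too small and the numbers from 21 samples too high.

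Fits that each left out 1 sample of the groups compared gave from 173 to 206 genes for the induced against the uninduced monomer, from 2590 to 6165 for the libraries labelled TCF12 dimer against the parental line, and from 2066 to 2792 for the libraries labelled TCF3 dimer against the monomer. They gave from 1305 to 4173 for the heterodimers against the homodimer, from 2362 to 7219 among the heterodimers, and from 378 to 1158 for the genes shared by 4 dimers. The other numbers stayed within 1.5 times. The highest values of the heterodimer contrasts came from fits without a sample labelled TCF12 dimer.

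With the uninduced monomer line as the control in place of the parental line, 286 genes passed for the monomer, 3259 for the homodimer and 4620 for the TCF4 dimer, and 1641 were shared by 4 dimers. The cause was not tested. Log2 fold changes of named genes that reversed under this control were as follows. In the monomer line they were Evx1 (0.41), Tcf3 (0.0816), Tcf4 (0.19), Tcf12 (0.22), Zfp42 (-0.29), Klf4 (-0.32), Esrrb (-0.22), Tfcp2l1 (-0.24), Dppa5a (-0.0138), Gata4 (-0.11), Nes (0.19) and Zeb2 (0.60), none with an adjusted p under 0.05 by edgeR. In the homodimer line they were Tcf4 (0.34), Tcf12 (0.23), Sox2 (-0.006), Zfp42 (-0.98), Esrrb (-0.51), T (2.63), Mixl1 (0.0099), Msx1 (0.47) and Nes (0.30). In the libraries labelled TCF3 dimer they were Zfp42 (-0.82), Klf4 (-0.74), Esrrb (-0.35), Dppa5a (-0.56), T (0.0402), Gsc (0.28), Pdgfra (-0.0352), Sox17 (-0.60), Gata4 (-0.96), Gata6 (-0.66), Sox7 (-0.74) and Nes (0.36). In the TCF4 dimer line they were Nanog (0.27), T (0.0463) and Gsc (0.55), and in the libraries labelled TCF12 dimer Evx1 (0.44), Mixl1 (0.29), Gsc (1.43), Pdgfra (-1.42), Nes (0.82) and Cdh1 (0.0776).

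Elsewhere only Tcf3 and Tcf4 reversed, with changes near 0. Tcf3 in the monomer line was 0.0399 after thinning and 0.0386 after thinning with the replicate block, and ran from -0.0715 to 0.0549 across the fits that each left out 1 sample (0.0179 without parental sample 1). Tcf3 in the libraries labelled TCF12 dimer was -0.0106 with library size only. Tcf4 in those libraries ran from -0.0761 to 0.2612 across the fits that each left out 1 sample (-0.0283 without parental sample 1, -0.0435 without their sample 2). The cause was not tested. Over all 405 values of named genes and all alternatives, 6881 of 7230 values kept their direction and side of the threshold, 273 became weaker, 26 stronger and 50 reversed. The depth limits low genes in particular: in the sample with the lowest total, 3 counts correspond to 0.451 CPM.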

Other observations

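The tests of other splits, of line background, of transcript length, of the spread contributed by 1 sample, of the copy number explanations and all tests on chromosome 8 were set out after the result was seen. The other tests were set out before their values were known, those on chromosome 11 with an earlier reference.

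Other splits of the same samples were counted for each comparison, fitting only the groups compared. For each of the 11 pairwise comparisons, 1 of the 4 splits that part as many same-numbered pairs gave as many genes, the real one, and the other 3 gave 0 genes. The other 6 splits, which keep some same-numbered samples together, also gave 0. The share cannot fall below 1 of 4 among the comparable splits or 1 of 10 among all of them, so these splits cannot rule out a grouping by accident. The real numbers ran from 682 to 6674. For the heterodimers against the homodimer, the splits were fitted with 1 mean for the samples of all heterodimers, and 2 of 64 gave as many genes. The real split gave 546 in this model (1310 with a mean for each of the 4 groups), and the split that set the 3 samples labelled TCF3 dimer apart gave 1443. Among the heterodimers, 1 of 36 splits gave as many genes, with 922 in the real split and 568 in the next.

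Much of the difference between the induced monomer line and the parental line may reflect the background of the line. The induced monomer line and the parental line both received doxycycline, so its absence from the uninduced samples would not by itself give changes shared by both states. A response to doxycycline of the parental line alone would give such changes. No parental samples without doxycycline were analysed, so line background and such a response cannot be told apart. Log2 fold changes of the induced and uninduced monomer line against the parental line, computed with different parental samples on each side, correlated across genes with a mean Pearson r of 0.733. The same value was 0.148 for the homodimer, 0.338 for the libraries labelled TCF3 dimer, -0.02 for the TCF4 dimer and 0.0618 for the libraries labelled TCF12 dimer. Genes are not independent replicates. The response shared by the 4 dimers was tested in the same way. On average 40.4% of its genes passed in the same direction in the uninduced monomer line, against 7.81% (higher) and 7.13% (lower) of all genes. The figure was 76.6% for shared falls and 16.7% for shared rises. The shared falls are therefore the part of this response for which a difference of the parental samples from all other lines is the stronger candidate explanation.

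Sample 1 labelled TCF12 dimer deviated from the other 2 samples of its group. The deviation correlated with transcript length (Spearman's rho -0.634 across 13912 genes), beyond the other 20 samples. The correlation with GC content was smaller (0.302), but it also lay outside the other 20 samples (-0.294 to 0.243). The median log2 deviation was -0.84 in the longest 10% of transcripts and 0.879 in the shortest 10%. RNA degradation or a difference in fragment selection could give such a pattern, and the counts cannot separate them. Tcf12 itself, with a transcript of 6299 bases in GENCODE M21, deviated by -1.08. Length correlated with the log2 fold changes of the libraries labelled TCF12 dimer against the parental line at -0.269 (-0.269 with the replicate number as a block), and at 0.0774 without this sample (0.0725 with the block). Length also correlated with the log2 fold changes of the uninduced monomer line against the parental line, at -0.204 (-0.208 with the block), and at -0.1998 without this sample (-0.199 with the block), so that value does not depend on this sample. Whether length contributes to the correlation between the induced and uninduced monomer line was not tested.

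Induction of the monomer changed far fewer genes than separate the uninduced monomer line from the parental line, 286 against 2854. Uninduced sample 1 held 5.83% of its counts (95% Wilson interval 5.82% to 5.85%) in 13 listed transcripts linked to ribosomal or small non-coding RNA, and every other sample held at most 0.952%. Without these transcripts 285 genes passed, but leaving out so few of 14311 genes can hardly change the number, so this is not a test of them. Leaving out uninduced sample 1 itself gave 179 genes, against 173 without uninduced sample 2 and 206 without uninduced sample 3, while 2197 genes still separated the uninduced monomer line from the parental line. The gap between the numbers thus remained without uninduced sample 1. Whether its deviation lowers the number itself cannot be told from these fits. Each of them lost a replicate and kept sample 1 labelled TCF12 dimer, which raised the shared spread. The spread contributed by sample 1 labelled TCF12 dimer could account for part of the gap: the ratio of the numbers was 9.98 with it and 5.97 without it. That sample was absent from the fit that gave 5.97, with 890 against 5312 genes, and from the fits of only the groups compared, with 682 against 5029, so its spread does not account for the gap that remained.

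The shift of chromosome 11 in the libraries labelled TCF3 dimer was found among 140 combinations of group and chromosome, of which 42 had an adjusted p under 0.05, many of them small. Its unadjusted p of 1e-04 is the smallest that the random sets can give, and genes of a chromosome are not independent. The lowest median among 4 blocks of neighbouring genes was 0.149, so the shift is not carried by 1 stretch. It was 0.206 after a smooth trend in GC content and length was removed. The lowest of the 3 samples lay at 0.179 and the highest of the other 18 at 0.0558. An extra copy of chromosome 11 in part of the cells of this line is a candidate explanation that would need DNA to test; 3 copies in place of 2 in every cell would give up to 0.585 on the log2 scale. It may raise the number of genes called higher in these libraries, since 338 of the 2338 lie on this chromosome.

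Chromosome 8 differed between lines. The induced and uninduced samples of the monomer line differed by a median of -0.004 there, against a span of 0.250 over the means of the 6 lines. The upper end of that span was set by the libraries labelled TCF12 dimer, where sample 1 lay at 0.21 and samples 2 and 3 at 0.0914 and 0.0933, and this range of 0.119 was the largest within a group. Without that sample the span was 0.2225. A property of the line such as copy number is a candidate explanation, but the monomer line is the only line with both states. In 5 of the 6 groups set against the parental line all 4 blocks of neighbouring genes shared the sign, with the exception of the libraries labelled TCF3 dimer, so for these a stretch of genes cannot be told apart from a shift of the chromosome. In 6 of 6 more than 1 part in 2 of the difference remained after a trend in GC content and length was removed.

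Hprt was lower than in the parental line in all induced lines, by log2 fold changes of -2.02 in the monomer, -2.51 in the homodimer, -3.16 in the libraries labelled TCF3 dimer, -1.46 in the TCF4 dimer and -3.28 in the libraries labelled TCF12 dimer. In the uninduced monomer line it was -4.47. The hypothesis that an integrated construct may affect Hprt alone was tested on its 10 nearest tested genes, with the requirement that each change by less than 1 between the uninduced monomer line and the parental line. The requirement was not met: 2 of the 10 passed, and the pseudogene Rps2-ps13, uncertain because its reads can be shared with a parent gene, changed by 1.23. Of all tested genes, 19.94% passed in this comparison, so 2 of 10 neighbours do not set this stretch apart. The test therefore cannot decide the hypothesis. Nearby genes also passed with larger changes in other groups against the parental line. These were Plac1 and C430049B03Rik in the libraries labelled TCF3 dimer (4.23 and 3.01) and TCF12 dimer (4.52 and 2.85), and Ccdc160 in the induced monomer line (-1.38). Within the monomer line, Hprt rose by 2.45 on induction.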
